# A20 regulates canonical wnt-signaling through an interaction with RIPK4

**DOI:** 10.1371/journal.pone.0195893

**Published:** 2018-05-02

**Authors:** Brooke N. Nakamura, Alison Glazier, Michael G. Kattah, Bao Duong, Yanxia Jia, Daniel Campo, Ling Shao

## Abstract

A20 is a ubiquitin-editing enzyme that is known to regulate inflammatory signaling and cell death. However, A20 mutations are also frequently found in multiple malignancies suggesting a potential role as a tumor suppressor as well. We recently described a novel role for A20 in regulating the wnt-beta-catenin signaling pathway and suppressing colonic tumor development in mice. The underlying mechanisms for this phenomenon are unclear. To study this, we first generated A20 knockout cell lines by genome-editing techniques. Using these cells, we show that loss of A20 causes dysregulation of wnt-dependent gene expression by RNAseq. Mechanistically, A20 interacts with a proximal signaling component of the wnt-signaling pathway, receptor interacting protein kinase 4 (RIPK4), and regulation of wnt-signaling by A20 occurs through RIPK4. Finally, similar to the mechanism by which A20 regulates other members of the receptor interacting protein kinase family, A20 modifies ubiquitin chains on RIPK4 suggesting a possible molecular mechanism for A20’s control over the wnt-signaling pathway.

## Introduction

Tumor necrosis factor alpha induced protein 3 (TNFAIP3), also known as A20, is a ubiquitin editing enzyme with well-known functions regulating inflammatory signaling and cell death downstream of the TNF-receptor superfamily [1]. Absence of this critical negative regulatory protein recapitulates the phenotype of many inflammatory diseases in mice [2] and loss of function mutations leads to severe auto-inflammatory disease in humans [3]. Moreover, somatic mutations in A20 have been found in several B-cell malignancies suggesting a potential role as a tumor suppressor as well [4].

The known functions of A20 rely upon binding and modifying ubiquitin chains on target proteins. For example, A20 can remove K63-linked ubiquitin moieties through an ovarian tumor-like domain, while the fourth zinc finger has ubiquitin E3-ligase activity and can add K48-linked ubiquitin chains to proteins promoting their proteasome-dependent degradation [5,6]. More recently, the seventh zinc finger of A20 has been shown to specifically bind linear ubiquitin chains present in the proximal TNF-receptor signaling complex which is important for the interaction with its targets [7–9].

Molecular targets of A20 include proximal signaling elements such as TRAF1/2 downstream of TNF and CD40 [10], and TRAF6 downstream of IL-1 [11,12]. One well-known target of A20 function is the receptor interacting protein kinase (RIPK) family [5,13,14]. This family of proteins consists of seven members in humans. A20 regulates TNF/IL-1/TLR signaling through RIPK1 and NLR signaling through RIPK2 [12,15–17]. More recently, A20 has been shown to regulate pyroptotic and necroptotic signaling through an interaction with RIPK3 [18,19].

Receptor interacting protein kinase 4 (RIPK4) is the fourth member of the RIPK family which shares significant homology with the other RIPK family members, particularly within the kinase domain [20]. Mutations in RIPK4 are responsible for a rare autosomal-recessive disease called popliteal pterygium syndrome, also known as Bartsocas-Papas syndrome [21,22]. RIPK4 global knockout mice show a defect in gastric tube development [23]. In this context, RIPK4 has been shown to positively regulate beta-catenin activity downstream of wnt-signaling. RIPK4 knockout mice also have a thickened epidermis due to abnormal keratinocyte differentiation [24], while keratinocyte-cell specific RIPK4 knockout impairs epithelial barrier function [25].

We previously showed that mice with an intestinal-epithelial cell specific deletion of A20 on an APCmin background developed larger and more numerous colonic tumors [26]. Indeed, A20 expression in human colorectal adenomas and carcinomas has been reported to be decreased [27,28]. Surprisingly, we found that A20 might have a direct role on regulating the wnt-signaling pathway. Although we showed that A20 interacts with axin, a central scaffolding molecule in the wnt-signaling cascade and supported beta-catenin ubiquitination, a precise molecular mechanism for this regulation remains unknown. Given the prior known associations between A20 and the RIPK family of proteins, we hypothesized that the regulation of wnt-signaling by A20 therefore might proceed through RIPK4. In this report, we show for the first time that A20 interacts with RIPK4 and that the regulation of wnt-signaling by A20 is dependent on RIPK4. Mechanistically, A20 appears to support K48-linked ubiquitination of RIPK4 after wnt-stimulation, analogous to its role in regulating RIPK1 in the context of TNF signaling.

## Methods

### Cell lines, antibodies and reagents

RKO (CRL-2577) and 293 (CRL-1573) cells were obtained from the ATCC, grown at 37°C at 5% CO2 and routinely maintained in DMEM (Genesee Scientific, San Diego, CA) containing 10% FCS (Seradigm/VWR, Radnor, PA) and 1% Penicillin/Streptomycin/L-glutamine (Caisson, Smithfield, UT). Recombinant wnt3a, wnt5a, and TNF-α (TNF) were obtained from R&D Systems (Minneapolis, MN). For stimulation, unless otherwise noted, TNF was used at a concentration of 10ng/mL, wnt3a was used at a concentration of 50ng/mL and wnt5a was used at a concentration of 100ng/mL. Antibodies to A20 (Clones B5 and 4H16) and beta-catenin (Clone C18) were obtained from Santa Cruz Biotechnology (Santa Cruz, CA). Antibodies to RIPK4 and Dishevelled-2 were obtained from Cell Signaling (Danvers, MA). Antibodies to FLAG were obtained from Sigma (St. Louis, MO). Human cDNA clones (Dharmacon, Lafayette, CO) were used to clone full length and truncation mutants of A20, RIPK4, and K48-only ubiquitin into PCMV3Tag Vectors (Agilent, Santa Clara, CA). An A20 zinc-finger 4 mutant plasmid (C624A/C627A) previously shown to be defective in forming polyubiquitin chains [29] was generated by site directed mutagenesis using the QuikChange Mutagenesis Kit (Agilent, Santa Clara, CA). RIPK4 siRNA was obtained from Bioneer (Alameda, CA). Transfections were performed with Lipofectamine 2000 (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions.

### Generation of knockout cell lines

A20 knockout cell lines were generated using transcription activator-like effector nucleases (TALEN) according to published protocols [30]. Monomer and TALEN plasmids were obtained from Addgene (Cambridge, MA). The targeting sequences used were 5’-TGCCTCATGCATGCCACTTC-3’ and 5’- TTCAGGACACAGACTTGGTA-3’. Cells were transfected with 2ug of each TALEN plasmid with a puromycin selection cassette. Transfectants were first selected using 2ug/mL puromycin for 3 days and then limiting dilution performed. Knockout clones were then screened by qPCR and Western blot (Fig 1 and S1 Fig).

**Fig 1:**
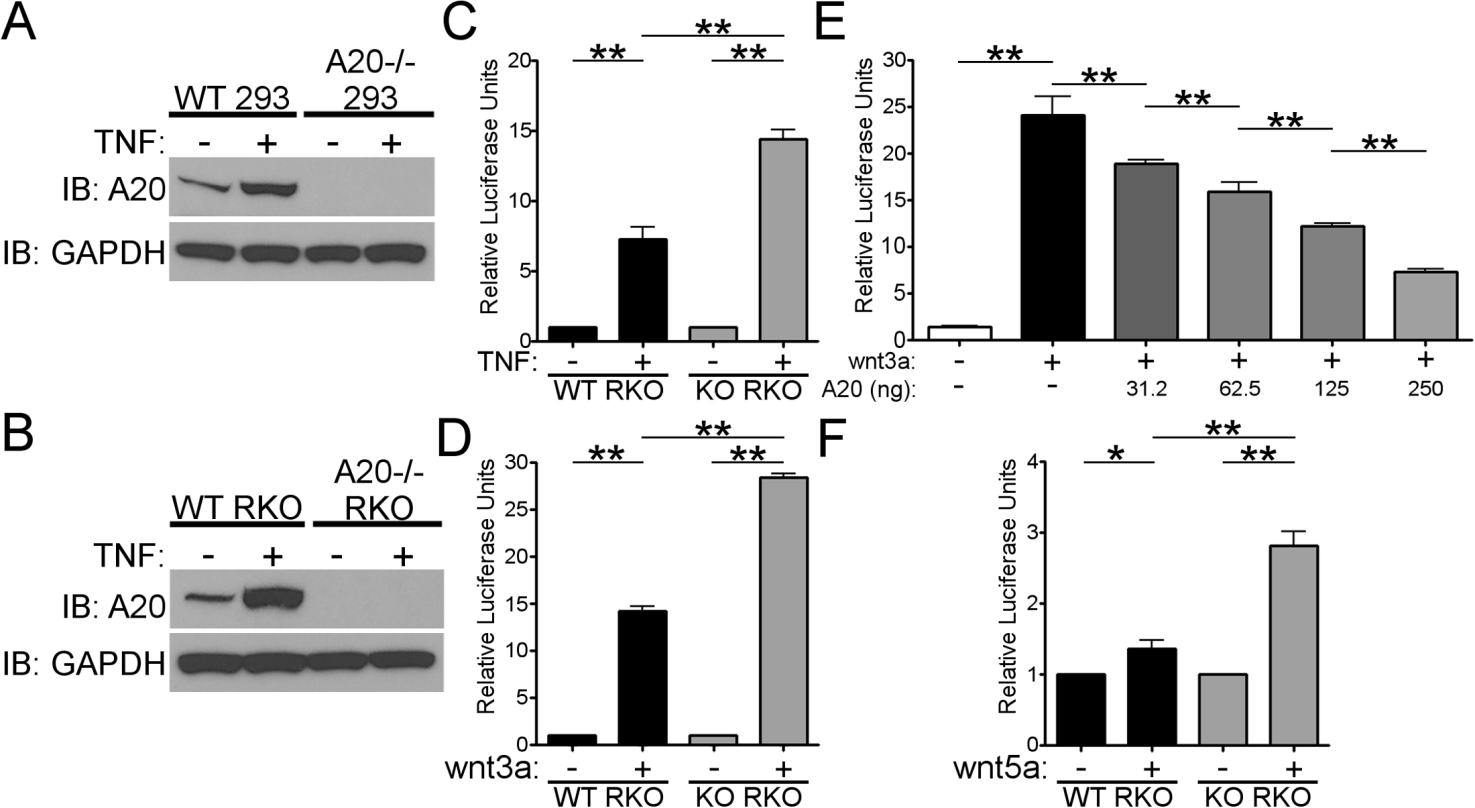
Dysregulation of TNF and wnt-signaling in A20 knockout cell lines. A) Wild-type (WT 293) and A20 knockout 293 (A20-/- 293) cells were stimulated with TNF for 4 hours. Lysates were then blotted for A20 or GAPDH as a loading control. B) Wild-type (WT) RKO and A20 knockout (A20-/-) RKO cells were stimulated with TNF for 4 hours. Lysates were then blotted for A20 or GAPDH as a loading control. C) Wild-type (WT RKO) or knockout RKO (KO RKO) were transfected with an NFkB-luciferase reporter and then stimulated with TNF for 8 hours. Luciferase activity was measured and normalized to Renilla luciferase. D) Wild-type (WT RKO) or knockout RKO (KO RKO) were transfected with a TCF4-luciferase reporter and then stimulated with wnt3a for 8 hours. Luciferase activity was measured and normalized to Renilla luciferase. E) A20-/- 293 cells were transfected with a plasmid expressing wild-type A20 in increasing concentrations along with a TCF4-luciferase reporter. Cells were stimulated with wnt3a for 8 hours and luciferase-reporter activity measured and normalized to Renilla luciferase. F) WT RKO or A20-/- RKO cells were transfected with a TCF4-luciferase reporter and then stimulated with wnt5a for 8 hours. Luciferase activity was measured and normalized to Renilla luciferase. * = p < 0.05, ** = p < 0.01. Each panel is representative of at least three independent experiments.

### Quantitative PCR

Total RNA was isolated from cells using Trizol reagent (Invitrogen, San Diego, CA) according to the manufacturer’s instructions. Reactions were run using the One-Step SYBR Primescript RT-PCR Kit II (Clontech, Mountain View, CA) on an ABI 7900HT (Applied Biosystems). All qPCR reactions were run in triplicate and normalized to the expression of housekeeping genes and analyzed using the ddCT method. The primers used for qPCR were: A20 5’-TCATGCATGCCACTTCTCAG-3’ and 5’-TGCGTGTGTCTGTTTCCTTG-3’ and HPRT1 5’- CCTGGCGTCGTGATTAGTGAT-3’ and 5’-AGACGTTCAGTCCTGTCCATAA-3’.

### Mammalian yeast-2-hybrid

Human A20 and RIPK4 or controls were cloned upstream of the GAL4 DNA-binding domain and the VP16 activation domain containing plasmids using the Matchmaker Mammalian Two-Hybrid System (Clontech, Mountain View, CA). These plasmids in addition to the reporter plasmid containing a GAL4 –responsive element upstream of a secreted alkaline phosphatase reporter gene were transfected to RKO cells. Secreted alkaline phosphatase activity was assayed using a SEAP Chemiluminescence detection kit (Clontech) on a Fluostar Omega microplate reader (BMG Labtech, Cary, NC).

### Luciferase reporter assay

The MegaTOPFlash TCF4-luciferase reporter plasmid was a kind gift from R. Nusse (Stanford University, CA). Luciferase assays were performed as previously described [31]. Briefly, 500ng of reporter plasmids was co-transfected with control plasmid, RIPK4 K51R plasmid, control siRNA or RIPK4 siRNA (Thermo Fisher Scientific, Waltham, MA). After appropriate stimulation, cells were lysed in 1% Triton-X100 buffer and developed.

### Western blot

Cells were lysed in 1% Triton X-100 containing protease inhibitors (Complete EDTA-free, Thermo Fisher Scientific, Waltham, MA), 150mM NaCl, and 10% Glycerol for 30 minutes at 4 degrees. Lysates were cleared by centrifugation and protein concentrations determined by BCA Assay (Thermo Fisher Scientific, Waltham, MA). For immunoprecipitation, 1milligram of total protein was incubated with 3 micrograms of antibody overnight at 4 degrees. Protein G agarose beads were added and incubated for 1 hour at 4 degrees then washed 5x in lysis buffer. Beads were boiled in SDS-PAGE loading buffer (Invitrogen) and then resolved on 4–12% Bis-Tris SDS-PAGE gels.

### Library prep and sequencing

Total RNA was isolated using RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) and was checked for degradation in a Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). RNA quality was very high for all samples, with RIN numbers varying between 7.9 and 10. RNAseq libraries were prepared from 500 ng of total RNA a using a Kapa mRNA HyperPrep Kit for Illumina platforms (Kapa Biosystems, Inc., Wilmington, MA, USA) which isolates mRNA via poly(A) capture. Final library products were quantified using the Qubit 2.0 Fluorometer (Thermo Fisher Scientific Inc., Waltham, MA, USA), and the fragment size distribution was determined with the Bioanalyzer 2100. The libraries were then pooled equimolarly, and the final pool was quantified via qPCR using the Kapa Biosystems Library Quantification Kit, according to manufacturer’s instructions. The pool was sequenced in an Illumina HiSeq 2500 platform (Illumina, San Diego, CA, USA), in Rapid Single-Read 75 cycles format, targeting at least 30 million reads per sample. The preparation of the libraries and the sequencing was performed at the UPC Genome Core (University of Southern California, Los Angeles, CA, USA). Raw data files are available from the Genome Expression Omnibus (GEO Database), accession number: GSE111084.

### Bioinformatics analysis

Initial read quality and adaptor content of FASTQ files were assessed with FastQC [32]. Reads were then trimmed based on quality score, and adaptor sequences removed using Trimmomatic [33]. After filtering, surviving reads were checked again in FastQC to ensure that only high-quality transcriptome reads were put into the analysis pipeline. These high-quality reads were mapped to the human genome (ver. GRCh38.p7) using the ultra-fast aligner STAR [34]; the same software was used to obtain uniquely mapping read counts for each gene feature included in a Gene Transfer Format (GTF) file. Both the genome and the GTF file were downloaded from the GENCODE database (https://www.gencodegenes.org).

Differential gene expression analysis was performed with the R/Bioconductor package DESeq2, using as input the raw counts obtained in the previous step. Other statistical analysis and plots were also done in R ver. 3.3.3 and RStudio ver. 1.0.136 [35].

### Statistical analysis

Statistical analysis was performed with Graphpad Prism 4 (Graphpad Software, San Diego, CA). Comparisons between two groups were performed by two-tailed unpaired Student’s t-test. Multigroup comparisons were performed by one-way analysis of variance (ANOVA). p< 0.05 was used as the threshold for statistical significance. All experiments shown are representative of at least three independent experiments.

## Results

### A20 knockout cell lines show exaggerated canonical wnt-signaling

We previously demonstrated that A20 siRNA knockdown enhanced canonical wnt-signaling in a colon cancer cell line, RKO, with intact beta-catenin signaling [26]. To further study the role of A20 in the wnt-signaling pathway we generated RKO and 293 cells deficient for A20 using genome editing technology. We confirmed the knockout of A20 by western blot (Fig 1A and 1B) and qPCR (S1A and S1B Fig). As expected, consistent with the role of A20 in regulating TNF-induced NFkB, A20 knockout RKO and 293 cells showed exaggerated NFkB luciferase reporter activity after stimulation with TNF (Fig 1C and S1C Fig). Furthermore, congruent with our previous data, both knockout cell lines also showed increased wnt3a dependent TCF4-reporter luciferase activity (Fig 1D and S1D Fig). Reconstitution of A20 in knockout 293 cells suppressed wnt3a-dependent TCF4-luciferase reporter activity in a dose-dependent fashion (Fig 1E and S1E Fig). Additionally, A20 knockout RKO cells showed an increase in TCF4-luciferase reporter activity in response to the non-canonical wnt5a (Fig 1F). In concert with our prior results using an siRNA approach, our novel A20 knockout cell lines demonstrated enhanced canonical wnt-signaling compared to wild-type cells. As expected, they also demonstrate increased TNF-dependent NFkB activity consistent with the known role of A20 in restricting TNF-receptor signaling.

### Wnt-dependent gene expression is perturbed in the absence of A20

Since A20 seemed to influence wnt3a-dependent transcriptional activity, we investigated specific genes regulated by A20 after wnt3a stimulation. 

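RKO is an established human colon carcinoma cell line. The RNAseq data cover 8 samples, 4 treated with control siRNA and 4 with A20 siRNA, all stimulated with wnt3a at 50 ng/mL for 24 hours, with replicates numbered 1 to 4 in each group. Polyadenylated RNA was captured and sequenced as single reads. The authors trimmed the reads, mapped them to GRCh38 with STAR and deposited the number of uniquely mapping reads per gene, without normalization, for 57992 genes. Total counts on genes ranged from 23912317 to 30022486 with control siRNA (median 25808751) and from 21226451 to 34194273 with A20 siRNA (median 26135815), so the groups overlapped in depth. The paper aimed for a number of sequenced reads per sample, whereas the values here use reads counted on genes. Reads shared between near-identical genes were left out of unique counts, so genes with many processed copies, such as ribosomal protein genes, are less certain. For the comparison, counts were normalized by edgeR's TMM method, 13412 genes with enough counts were kept by edgeR's expression filter, and A20 siRNA was tested against control siRNA with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Levels of single transcripts are given as CPM, the counts scaled to a common library size with the TMM factors. The biological coefficient of variation was 2.73%, so replicates were close. Neither the sample labels nor the paper's text says whether the RNAseq replicates were independent experiments or parallel cultures. If they were parallel cultures, the p-values and SDs given here cover only the spread between such cultures. All pairs of replicates within a group differed by more than sampling noise, with chi-square values per degree of freedom from 1.32 to 3.67. The replicate numbers were taken from the sample labels. Deviations from the group mean correlated across genes by 0.036 on average between samples of the same number, from -0.01 to 0.084. The average between samples of different numbers was -0.012. It is no separate reference, because deviations from a group mean cancel out within the group. With the replicate number as a block, 474 genes had an adjusted p-value under 0.05, against 167 without it. The small correlations therefore do not settle how much the pairing matters, and results are given without the block and with it.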

Using RKO cells with intact beta-catenin signaling we knocked down A20 using a specific siRNA and then stimulated the cells with wnt3a for 24 hours and then performed RNAseq. 

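At an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 82 genes were lower and 85 were higher after A20 siRNA than after control siRNA, of 13412 tested. With the replicate number as a block, 212 were lower and 262 higher. The counts depended most on single samples. Across the 8 fits that each left out one sample, from 6 to 430 genes were lower and from 6 to 567 higher. Most changes were small, with a median log2 fold change of -0.16 among the lower genes and 0.20 among the higher ones, and 2 of the higher genes exceeded a log2 fold change of 1. Among genes that changed in the same direction in all 4 same-numbered pairs, the smallest p-values for lower transcripts belonged to MAP1LC3C, TNFAIP3, BHLHE40, PEX5 and RPL23A. The autophagy gene MAP1LC3C (chromosome 1, 241995490 to 241999098, GRCh38) had 162.2 ± 7.12 CPM (SD, n = 4) with control siRNA and 137.6 ± 5.51 (SD, n = 4) with A20 siRNA, a log2 fold change of -0.24 (standard error 0.03, adjusted p = 0.00258). PEX5 (chromosome 12, 7188685 to 7218574) went from 110.1 ± 1.26 to 97.9 ± 1.71 CPM (SD, n = 4 each), a log2 fold change of -0.17 (standard error 0.02, adjusted p = 0.00268). The smallest p-values for higher transcripts belonged to REV3L, KMT5A, CLDN12, MT-ND5 and KMT2D. KMT5A (chromosome 12, 123384132 to 123409353) rose from 42.8 ± 0.905 to 49.3 ± 0.965 CPM (SD, n = 4 each), a log2 fold change of 0.21 (standard error 0.03, adjusted p = 0.00593). The log2 fold changes of CLDN12 (0.17), MT-ND5 (0.28) and KMT2D (0.30) had adjusted p-values of 0.00621, 0.00737 and 0.00825. With any one sample left out, these 5 higher genes and the 5 lower genes kept their direction and an adjusted p-value under 0.05.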

A volcano plot of differentially expressed genes between control and A20 siRNA treated cells highlights the top differentially upregulated and downregulated genes (Fig 2A). 

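A20 is encoded by TNFAIP3 (ENSG00000118503.14), which lies on chromosome 6 of GRCh38 from 137867214 to 137883314. It was covered by 131 to 149 reads per sample with control siRNA and 73 to 119 with A20 siRNA. Normalized for library size, the control samples of replicates 1 to 4 had 4.92, 5.83, 5.59 and 5.54 CPM, and the A20 siRNA samples had 3.47, 3.01, 3.40 and 3.43. The means were 5.47 ± 0.388 (SD, n = 4) and 3.33 ± 0.215 (SD, n = 4), so 60.8% of the control level remained. The log2 fold change was -0.71 (standard error 0.10, adjusted p = 0.00258 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every A20 siRNA sample was below every control sample (exact two-sided permutation test on log2 CPM, p = 0.0286, the smallest that 4 samples against 4 allow). With the replicate number as a block the log2 fold change was -0.71 (adjusted p = 0.000465). It stayed between -0.77 and -0.67 with each sample left out in turn. The prior that DESeq2 places on fold changes moved it most. It was -0.25 on the filtered genes. On all genes, and on genes with a count, both chosen after seeing the data, it was -0.24 and received no adjusted p-value.

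**Figure D1:**
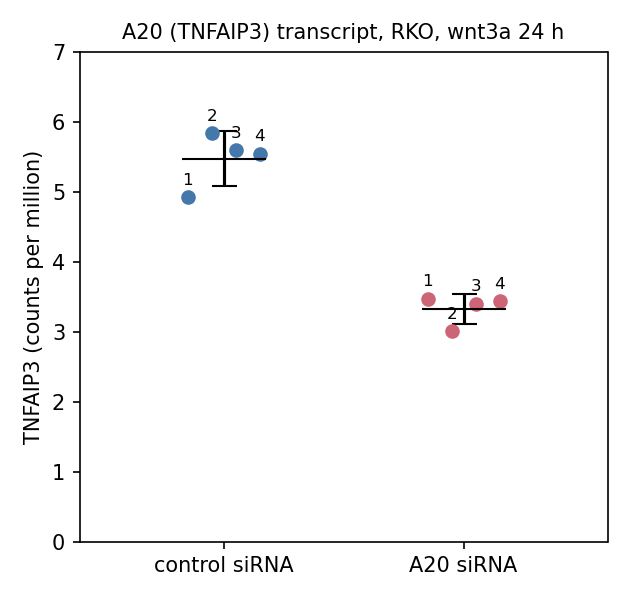
TNFAIP3 transcript in CPM (vertical axis, starting at 0) in RKO cells after control siRNA or A20 siRNA and 24 hours of wnt3a. Points are the 4 replicates of each group, labelled by number, and bars are the mean ± SD. The A20 siRNA samples lie between 3.01 and 3.47, all below the control samples.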

A list of the top ten upregulated and downregulated genes is presented in S2 Fig. As expected, A20 transcripts were significantly downregulated by treatment with an A20 siRNA compared with control siRNA (Fig 2B). 

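The network of Fig 2C places 20 genes around EGFR. The paper drew them from transcripts differentially regulated in these same samples, so their changing here is no separate evidence. All 20 were tested, and all 20 were higher after A20 siRNA, with log2 fold changes from 0.07 to 0.18 and a median of 0.09. One of them, SUGP2 (chromosome 19, 18990888 to 19034023, GRCh38), had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its level was 77.8 ± 3.93 CPM (SD, n = 4) with control siRNA and 85.4 ± 1.53 (SD, n = 4) with A20 siRNA, a log2 fold change of 0.13 (standard error 0.03, adjusted p = 0.0497). SUGP2 had an adjusted p-value of 0.0529 with limma-voom. The adjusted p-values of the 20 genes reached 0.493, and 9 of the 20 had an unadjusted p-value under 0.05. With the replicate number as a block, 2 genes passed the adjusted threshold. In the fits that left out one sample, from 0 to 10 of them did. The genes were long, with a median exonic length of 9496 bases against 4982 for all tested genes, and log2 fold changes rose with exonic length across genes (Spearman's rho 0.18, where genes are not independent replicates). EGFR itself (chromosome 7, 55019017 to 55211628) had 43.8 ± 1.18 CPM with control siRNA and 47.5 ± 1.81 with A20 siRNA (SD, n = 4 each), a log2 fold change of 0.11 (standard error 0.03), and did not pass the threshold (adjusted p = 0.114).

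**Figure D2:**
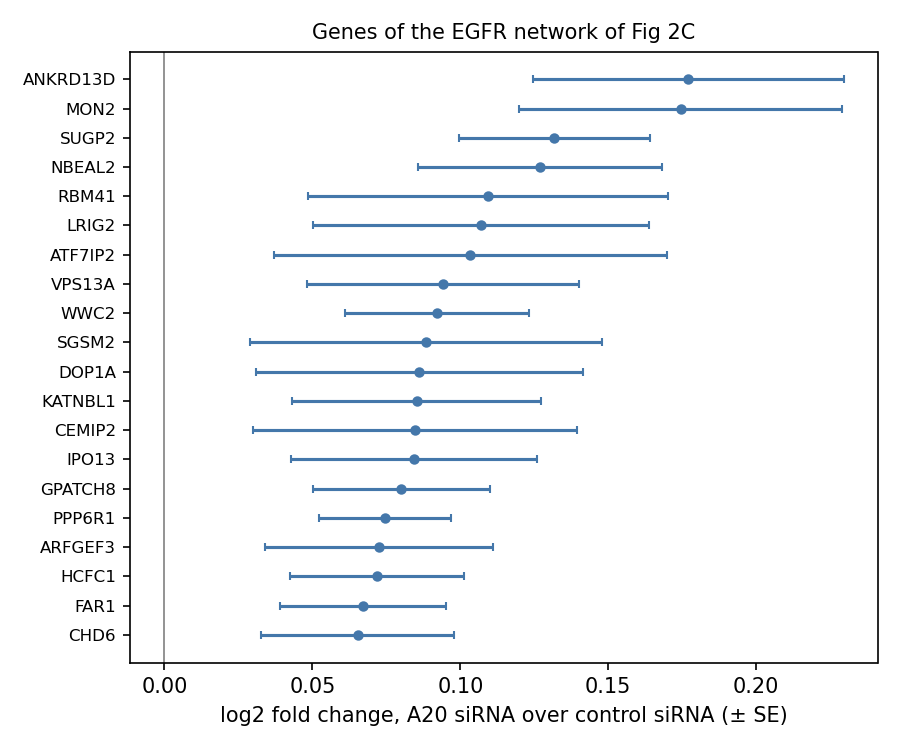
Log2 fold change of A20 siRNA over control siRNA (horizontal axis) for the 20 genes drawn around EGFR in Fig 2C, as points with standard errors from edgeR. All points lie above 0, between 0.07 and 0.18. The paper drew these genes from changes in these same samples.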

Interestingly, pathway analysis of differentially regulated genes showed that many of the transcripts dysregulated in the absence of A20 revolved around signaling components downstream of epidermal growth factor receptor (EGFR) (Fig 2C). These data suggest that A20 negatively regulates multiple transcripts downstream of wnt3a, ultimately leading to potential alterations in EGFR signaling. 

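All 8 samples were stimulated with wnt3a, so the comparison is of A20 siRNA with control siRNA after wnt3a. At an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 85 transcripts were higher and 82 lower after A20 siRNA. With the replicate number as a block, the numbers were 262 and 212. The higher genes had a median exonic length of 9247 bases and the lower genes 3674. With a correction of each sample for a trend with exonic length, 85 were higher and 107 lower, and 144 of the 167 genes were called again. A split of the samples by the sign of their own length trend called 229 genes with this correction. The real groups called 192, so being called again does not exclude length bias. From the transcripts that changed when A20 was knocked down, and from the EGFR network of its pathway analysis, the paper proposes that A20 negatively regulates transcripts downstream of wnt3a and that EGFR signaling could be altered.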

Further studies are needed to determine the role of A20 in regulating the EGFR pathway.

**Fig 2:**
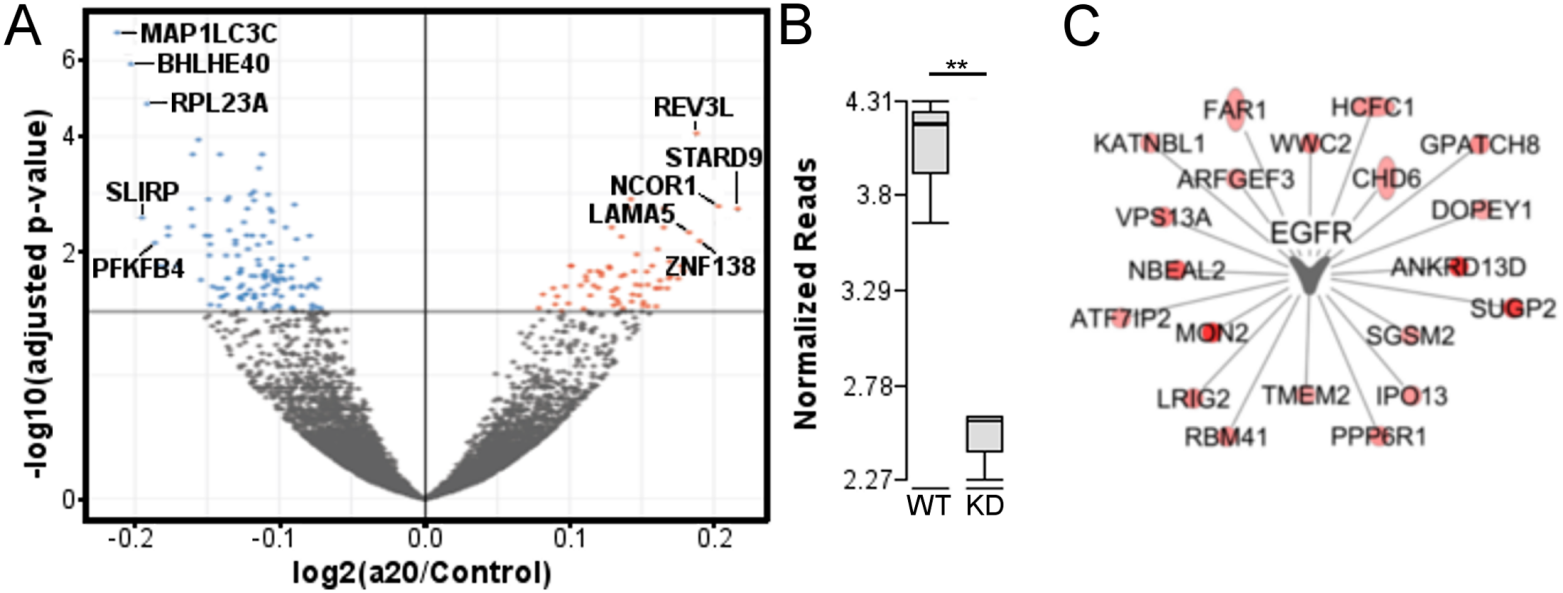
Gene expression changes after wnt3a stimulation in the presence or absence of A20. A) Volcano plot showing the differentially downregulated (blue) and upregulated (red) genes in A20 knockdown versus control knockdown RKO after 24 hours of treatment with wnt3a. The top five upregulated and downregulated genes are labelled. B) RNA expression of A20 in control (WT) or A20 siRNA knockdown (KD) C) Pathway analysis showing dysregulation of genes related to EGFR signaling in RKO cells stimulated with wnt3a after A20 siRNA knockdown.

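All 10 genes labelled in Fig 2A had the direction shown there and an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lower genes had log2 fold changes from -0.27 for PFKFB4 to -0.22 for RPL23A, and the higher genes from 0.22 for REV3L to 0.51 for STARD9. BHLHE40 (chromosome 3, 4979437 to 4985323, GRCh38) went from 153.2 ± 7.87 to 131 ± 4.39 CPM (SD, n = 4 each), with an adjusted p-value of 0.00268. REV3L (chromosome 6, 111299028 to 111483715) went from 62.1 ± 2.20 to 72.6 ± 2.25 CPM (SD, n = 4 each), with the same adjusted p-value of 0.00268. STARD9 (chromosome 15, 42575606 to 42720998) was the least abundant of the 10, at 7.98 ± 1.69 and 11.5 ± 0.90 CPM (SD, n = 4 each), and its adjusted p-value was 0.0278. The adjusted p-values of NCOR1, LAMA5 and ZNF138 were 0.0270, 0.0334 and 0.00905, and those of SLIRP and PFKFB4 were 0.0337 and 0.0334. RPL23A is a ribosomal protein gene with processed copies elsewhere in the genome, so its unique count is less certain. With the replicate number as a block all 10 genes passed. With DESeq2 and its normal prior on fold changes 9 passed, and SLIRP did not (log2 fold change -0.14, adjusted p = 0.0896). DESeq2 without the prior also gave 9, and SLIRP again did not pass (log2 fold change -0.28, adjusted p = 0.0912). With the prior on all genes, chosen after seeing the data, 9 passed and STARD9 received no adjusted p-value. Between 4 and 10 of the genes passed when one sample was left out.

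**Figure D3:**
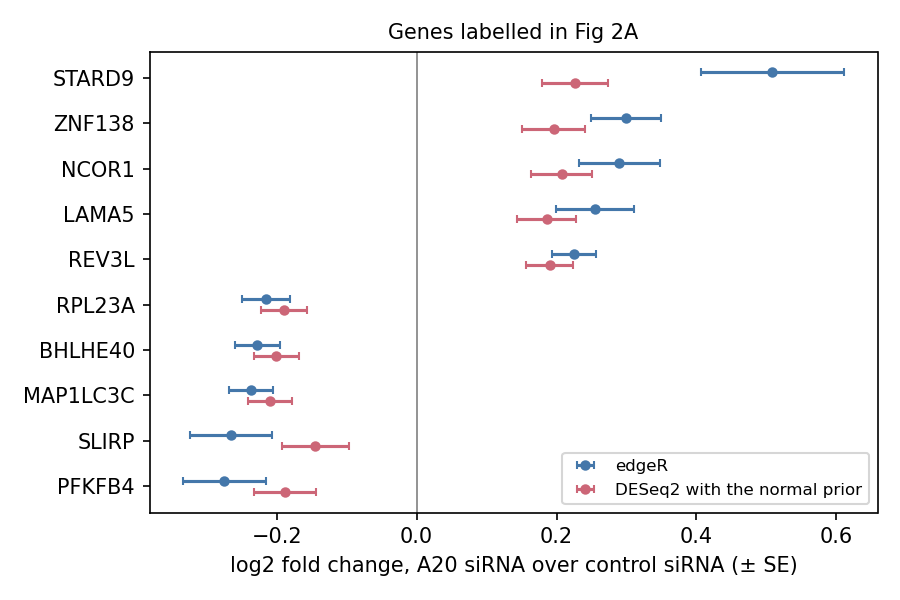
Log2 fold change of A20 siRNA over control siRNA (horizontal axis) for the 10 genes labelled in Fig 2A, with standard errors. Blue points are from edgeR and red points from DESeq2 with the normal prior on fold changes, which lie closer to 0. STARD9 shows the widest gap, from 0.51 to 0.23.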

### A20 interacts with RIPK4

RIPK4 shares significant homology with other members of the RIPK family raising the possibility that A20 might interact and regulate RIPK4 in a similar manner that it does with RIPK1, -2, and -3 (S3 Fig). We first used a mammalian yeast-2-hybrid system to explore whether A20 and RIPK4 might interact *in vitro*. Overexpression of A20 fused to the GAL4 DNA-binding domain showed significant activation of a secreted alkaline phosphatase reporter when co-transfected with RIPK4 fused to the VP16-transactivation domain (Fig 3A). No activity of the reporter was found when A20 was co-expressed with GFP-fused to the VP16-transactivation domain. Similarly, no activation of the reporter was observed when GFP-fused to the GAL4 DNA-binding domain was co-expressed with RIPK4 fused to the VP16-transactivation domain. As a positive control, SV40 fused to the GAL4 DNA-binding domain showed significant activation of the secreted alkaline phosphatase reporter when co-expressed with p53 fused to the VP16-transactivation domain.

**Fig 3:**
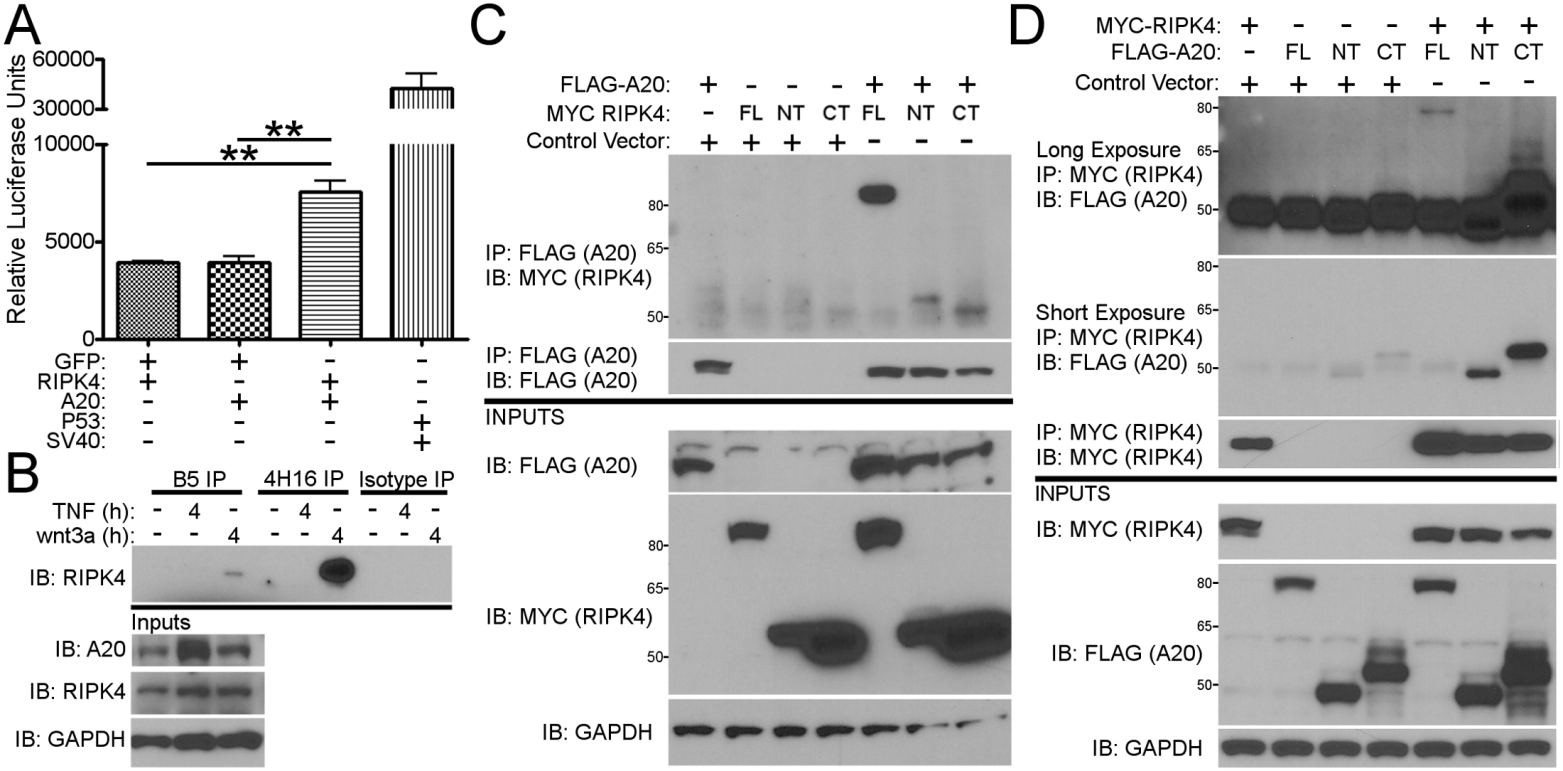
A20 interacts with RIPK4. A) Mammalian-2-hybrid assay showing interaction of A20 and RIPK4, but not A20 with GFP (as a negative control) or RIPK4 with GFP (as a negative control). Interaction of p53 and SV40 shown as a positive control. B) Wild-type RKO cells were stimulated with either TNF or wnt3a for 4 hours. Cells were lysed and subject to immunoprecipitation of A20 using two separate antibodies (B5 or 4H16) or an isotype control. Immunoprecipitates were subject to Western blot for RIPK4. Inputs for A20, RIPK4, and GAPDH as a loading control are shown below. C) Flag-tagged A20 (FLAG-A20), MYC-tagged full-length RIPK4 (FL), RIPK4 N-terminal domain (NT), RIPK4 C-terminal domain (CT), and control vector were expressed in RKO cells. Cell lysates were subject to immunoprecipitation with an antibody towards MYC and then blotted with an antibody against FLAG (upper) or immunoprecipitation with an antibody towards FLAG and then blotted with an antibody against MYC (lower). Inputs shown below. GAPDH shown as a loading control. D) MYC-tagged RIPK4, FLAG-tagged full-length A20 (FL), FLAG-tagged A20 N-terminal domain (NT), FLAG-tagged A20 C-terminal domain (CT), and a control vector were expressed in RKO cells. Cell lysates were subject to immunoprecipitation with an antibody towards MYC and then blotted with an antibody against FLAG. Inputs shown below. GAPDH shown as a loading control. ** = p < 0.01. Each panel is representative of at least three independent experiments.

We reasoned that the constitutive interaction between A20 and RIPK4 observed in the mammalian-2-hybrid system might be due to the non-physiologic levels achieved by overexpression. We therefore sought to confirm this interaction between endogenous proteins. First, we noted that while stimulation of RKO cells with TNF lead to a significance increase in A20 protein after two hours, TNF stimulation did not increase levels of RIPK4 up to 8 hours after stimulation. Furthermore, stimulation with wnt3a did not increase levels of A20 or RIPK4 protein up to 8 hours after stimulation (S4A Fig). To investigate a potential physiologic interaction, we immunoprecipitated A20 in RKO cells and performed a western blot for RIPK4. Two A20-specific antibodies, but not an isotype control antibody, were able to co-immunoprecipitate RIPK4 with endogenous A20 after stimulation with recombinant human wnt3a, but not TNF (Fig 3B). These data suggest that similar to the interaction between A20 and other RIP kinase family members, A20 interacts with RIPK4 only after specific stimuli, in this case wnt3a.

To further define the specificity of the interaction, we generated N-terminal and C-terminal truncation mutants of RIPK4 and A20 to narrow down the domains of interaction between the two proteins (S5 Fig). Full-length A20 only efficiently interacted with full-length RIPK4, suggesting perhaps a conformational dependent interaction motif present on RIPK4 (Fig 3C). In contrast, full-length RIPK4 interacted with both N-terminal and C-terminal truncation mutants of A20, suggesting multiple domains of interaction (Fig 3D). Indeed, while the interaction between A20 and RIPK1 and RIPK2 are thought to occur in the intermediate domain the interaction motifs are not well defined.

### A20 regulates wnt-signaling through RIPK4

To determine whether dysregulation of wnt-signaling in A20 deficient cells was dependent on RIPK4, we performed the same analysis in the presence of a RIPK4 siRNA or a control siRNA. To directly determine whether the enhanced canonical and non-canonical signaling in the absence of A20 was due to dysregulation of RIPK4, we used a RIPK4 specific siRNA to knockdown RIPK4 protein expression and then stimulated cells with recombinant human wnt3a and assayed for luciferase reporter activity. Indeed, siRNA knockdown of RIPK4 in A20 knockout cells partially reversed the enhanced wnt3a-dependent TCF4 luciferase reporter activity (Fig 4A and S4B Fig).

**Fig 4:**
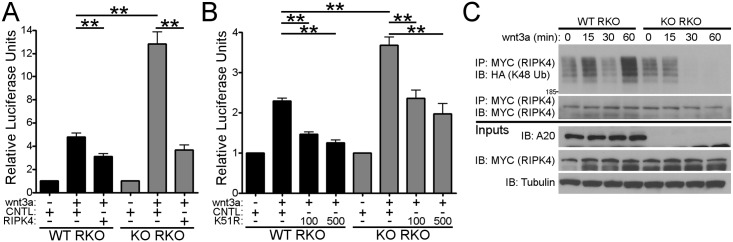
Regulation of wnt-signaling by A20 through RIPK4. A) Wild-type (WT RKO) or A20 knockout RKO (KO RKO) were transfected with a TCF4-luciferase reporter and either a control or RIPK4 siRNA. Cells were stimulated with wnt3a for 8 hours. Luciferase activity was measured and normalized to Renilla luciferase. B) Wild-type (WT RKO) or A20 knockout RKO (KO RKO) were transfected with a TCF4-luciferase reporter and either a control or a RIPK4-K51R plasmid at different concentrations. Cells were stimulated with wnt3a for 8 hours. Luciferase activity was measured and normalized to Renilla luciferase. C) Wild-type (WT RKO) or A20 knockout RKO (KO RKO) were transfected with MYC-tagged RIPK4 and an HA-tagged K48-only ubiquitin construct. Cells were stimulated with wnt3a for the indicated time points. Lysates were subjected to immunoprecipitation with an antibody against MYC and then blotted with an antibody against HA. Inputs are shown below. Tubulin is shown as a loading control. ** = p < 0.01. Each panel is representative of at least three independent experiments.

RIPK4 is known to positively regulate the canonical wnt-signaling pathway by phosphorylating two residues on Dishevelled-2 [23]. A kinase dead mutant of RIPK4 (RIPK4 K51R) is not able to phosphorylate Dishevelled-2 and acts as a dominant negative regulator of canonical wnt-signaling. We therefore tested whether overexpression of the RIPK4 K51R dominant negative construct could similarly inhibit the enhanced canonical wnt-signaling seen in A20 deficient cells. Congruent with these results, overexpression of a dominant negative kinase dead mutant of RIPK4 (K51R) in A20 knockout RKO cells also partially abrogated the enhanced wnt3a-dependent TCF4 reporter activity in a dose-dependent manner (Fig 4B and S4C Fig). Taken together these data suggest that A20 normally restricts the both the canonical and non-canonical wnt-signaling pathway, in part, through an interaction with RIPK4.

Finally, A20 is well-known to regulate the RIPK family by modifying their associated ubiquitin chains. To investigate whether A20 might have similar activity on RIPK4 we overexpressed MYC-tagged RIPK4 and HA-tagged ubiquitin that could only form K48-linked chains and then stimulated the cells with wnt3a. We observed that in wild-type cells RIPK4 was strongly modified by K48-linked ubiquitin reaching a maximum after one hour of wnt3a stimulation. In contrast, in the absence of A20, K48-linked ubiquitin on RIPK4 was decreased particularly at later time points (Fig 4C). Furthermore, reconstitution of A20 knockout RKO cells with wild-type A20 rescued K48-linked RIPK4 ubiquitination and induced RIPK4 degradation after wnt3a stimulation, while reconstitution with an A20 zinc-finger 4 mutant unable to support K48-linked ubiquitination did not (S6 Fig). Taken together, these data suggest that A20 normally supports RIPK4 K48-linked ubiquitination and degradation, serving as a negative regulator of wnt-signaling.

## Discussion

The ubiquitin editing enzyme A20 has multiple critical negative regulatory roles in the context of inflammation. Indeed, A20 has been linked to numerous inflammatory and autoimmune diseases [36] and cell type specific A20-deficiency in mice recapitulate many features of these diseases [37–42]. Regulation of inflammatory signaling by A20 often proceeds through post-translational modification of a family of proximal signaling kinases, the RIP kinase family. We previously showed that A20 has an unexpected role in regulating the wnt-stimulated beta-catenin pathway [26]. Furthermore, we noted that mice with an epithelial specific deletion in A20 under an APCmin background, develop a higher tumor burden than control APCmin mice. In this manuscript we explore the possible molecular mechanism behind this and provide further evidence of the potential physiologic consequence of this interaction.

First, we show that A20 deficiency in epithelial cells dysregulates wnt3a-dependent gene expression. One pathway that appears to be perturbed is the EGFR signaling pathway, one with critical importance in colorectal cancer development [43]. Further studies are needed to determine whether this aberrant gene expression contributes to the increased tumor burden seen in IEC-specific A20 knockout mice crossed to the APCmin background. Our studies may also indicate a potential interaction between the EGF and wnt-signaling pathways. Additionally, since EGF-signaling antagonists are an important clinical tool used in treatment of several types of cancers including colon cancer [44], further studies are needed to determine whether tumors with A20 mutations may be potential targets for EGFR inhibition.

Next, we provide evidence that A20 interacts with the fourth member of the RIP kinase family, RIPK4. Interestingly, RIPK4 has recently been shown to be an important positive regulator of the wnt signaling pathway. Given the known interactions between A20 and RIP kinases 1, -2, and -3, this may suggest that the interaction between A20 and the RIP kinase family is a conserved mechanism through which A20 exerts its regulatory functions. This also might suggest that A20 serves as a regulatory node through which multiple cell-intrinsic and cell-extrinsic signals might be integrated. Dysfunction or mutation of A20 might therefore lead to dysregulated responses to inflammation or homeostatic signaling.

A20 may exert its negative regulatory effects through both catalytic and non-catalytic pathways. Mechanism of A20 activity includes both ubiquitin modification and non-catalytic mechanisms [7–9,45]. Indeed, the deubiquitinase function of A20 is not required for NFkB signaling [46]. In this report, we demonstrate that similar to its effect on RIPK1 in the TNF-signaling pathway, A20 appears to support K48-linked ubiquitination of RIPK4. Further studies will be required to investigate whether other ubiquitin modifications of RIPK4 are important for its activity and function.

Overall, we further delineate a role for A20 in regulating a pro-carcinogenic pathway. Given its known role in regulating inflammation, this suggests an important dual function in regulating both inflammation and cancer development.

## Supporting information

S1 Fig A20 knockout cell line validation. A) qPCR of A20 transcript from wild-type (WT 293) and A20 knockout (KO 293) cell lines. B) qPCR of A20 transcript from wild-type (WT RKO) and A20 knockout (KO RKO) cell lines. C) Wild-type (WT 293) or knockout 293 cells (KO 293) were transfected with an NFkB-luciferase reporter and then stimulated with TNF for 8 hours. Luciferase activity was measured and normalized to Renilla luciferase. D) Wild-type (WT 293) or knockout 293 cells (KO 293) were transfected with a TCF4-luciferase reporter and then stimulated with wnt3a for 8 hours. Luciferase activity was measured and normalized to Renilla luciferase. E) Western blot showing protein expression of wild-type A20 constructs used in Fig 1E. ** = p < 0.05. Each panel is representative of at least three independent experiments.
(TIF) Click here for additional data file.

S2 Fig Top ten differentially upregulated and downregulated transcripts in A20 siRNA knockdown RKO versus control siRNA knockdown RKO cells stimulated with wnt3a for 24 hours. (TIF) Click here for additional data file.

S3 Fig Domain architecture comparison of RIPK1, RIPK2, RIPK3, and RIPK4. Sequence identity and similarity determined by protein-protein BLAST.
(TIF) Click here for additional data file.

S4 Fig Expression of A20 or RIPK4 after stimulation or siRNA knockdown. A) RKO cells stimulated with TNF or wnt3a for the indicated timepoints were lysed and probed for A20, RIPK4, or GAPDH as a loading control. B) Efficiency of RIPK4 siRNA knockdown in RKO cells shown by western blot. GAPDH shown as a loading control. C) Western blot showing protein expression of RIPK4 K51R constructs used in Fig 4B. GAPDH shown as a loading control. Each panel is representative of at least three independent experiments.
(TIF) Click here for additional data file.

S5 Fig A20 and RIPK4 truncation mutants. Full-length A20 (A20 FL), A20 N-terminal truncation mutant (A20 NT), A20 C-terminal truncation mutant (A20 CT). Ovarian-tumor like domain (OTU). Zinc fingers 1–7 (Z1-Z7). Full-length RIPK4 (RIPK4 FL), N-terminal RIPK4 mutant (RIPK4 NT), C-terminal RIPK4 mutant (RIPK4 CT). Kinase domain (KD), Intermediate domain (ID), Ankyrin repeat domain (ANK). Numbers denote amino acid number.
(TIF) Click here for additional data file.

S6 Fig Reconstitution of A20 knockout RKO with wild-type or zinc-finger 4 mutant A20. A20 knockout RKO cells were transfected with control vector (CNTL), Flag-tagged wild-type A20 (WT A20), or a FLAG-tagged zinc-finger 4 mutant A20 (A20 ZF4), in addition to MYC-tagged RIPK4 and HA-tagged K48-only ubiquitin and then stimulated with wnt3a for 30 minutes. MYC-tagged RIPK4 was immunoprecipitated and then blotted for HA-tagged K48-only ubiquitin. Inputs shown below. GAPDH shown as a loading control. Representative of three independent experiments.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

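RNAseq was analysed from 8 samples of RKO cells, 4 with control siRNA and 4 with A20 siRNA, all after 24 hours of wnt3a at 50 ng/mL. Groups and replicate numbers were taken from the sample labels and the paper. The authors deposited raw counts, the number of reads mapping uniquely to each gene, after trimming with Trimmomatic and mapping to GRCh38 with STAR on a GENCODE annotation. The paper's text does not name the GENCODE release or the strand setting. The deposited counts cover 57992 genes per sample in a single column and were not normalized, and 29238 genes had no count in any sample. Total counts were between 21226451 and 34194273 per sample. At these depths 3 counts correspond to between 0.0877 and 0.141 CPM, which is the smallest level the depth could show. Such floors and intervals cover counting error only.

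The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's filterByExpr with a minimum count of 10, and 13412 remained. Counts were normalized by TMM, expressed as CPM (counts scaled to a common library size) where single levels are given, and tested with the quasi-likelihood test, without covariates, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors were computed from the log2 fold change and the F statistic. The difference in TNFAIP3 was also tested with an exact two-sided permutation test. Symbols, coordinates, exonic lengths and GC content came from GENCODE release 44 on GRCh38, matched by Ensembl identifier without version. Of the 57992 genes 56948 matched, and 99.3% of the tested genes had a length. Coordinates are therefore those of the later release.

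The named genes were set by a rule: the genes the paper names in these data and the RIP kinase family, the 10 labelled genes of Fig 2A, the 20 genes of Fig 2C, and the 5 genes of smallest p-value in each direction among those with an adjusted p-value under 0.05 and the same direction in all 4 same-numbered pairs. Lists of wnt targets, NFkB targets and EGFR-MAPK output genes were tested with limma's camera (limma 3.58.1, inter-gene correlation 0.01), and with an exact permutation test of their mean level per sample that was added after seeing the data. Apart from that added test, these choices and the alternatives were set before the data were examined: RLE normalization, no low-count filter, at least 10 counts in every sample, DESeq2 1.42.0 with and without its normal prior, limma-voom, the replicate number as a block, corrections for exonic length and for length with GC content (a loess trend per sample, span 0.5), the block with those corrections, and each sample left out in turn. DESeq2 with the prior on all genes, DESeq2 with the prior on genes with a count, and lists of mitochondrially encoded, glycolytic and ribosomal protein genes were added after seeing the data. Besides the genes of the rule above, the named genes include CXCL8, TRAF1 and BIRC3, the NFkB targets with an adjusted p-value under 0.05.

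The pipeline was tested on simulated data, with counts drawn from the real means, library sizes and dispersions and 200 genes changed by known amounts. It recovered 51.8% of genes with a log2 fold change of 0.2 in either direction, 85.2% at 0.5 and 93.5% at 1, and 5.8% of the calls were unchanged genes. A simulated trend with exonic length gave 4283 false calls without the length correction and 2 with it. It was linear in log2 length, with the same slope in all A20 siRNA samples and its opposite in all control samples. The real trends differed within groups, with Spearman's rho of 0.079 in control replicate 1 and -0.164 in control replicate 2. The simulation therefore does not show how fully the correction works in these data. The luciferase, western blot and qPCR experiments were not analysed here.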

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

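The tests of the mitochondrially encoded, glycolytic and ribosomal protein genes, of CXCL8 and of exchanged samples were chosen only after the results were seen. Single samples far from their group were looked for in 52 groups of 4 samples, and 2 were found, where chance gives 2.6. For TNFAIP3 with A20 siRNA, replicate 2 lay below the other replicates, and its gap to the nearest of them was 0.847 of the group's range (3.01 CPM against 3.40 to 3.47). For LAMA5 with control siRNA, replicate 1 lay above the others, with a gap of 0.867 of the range (49.7 CPM against 40.1 to 41.4). That control sample was within the range of the A20 siRNA samples for LAMA5, whose lowest value was 48.3.

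Control replicate 1 and A20 siRNA replicate 2 are also the samples whose exchange gives the largest number of called genes, as described under the other observations. A mislabelled pair was tested with TNFAIP3. In control replicate 1 it was 1.419 times the highest A20 siRNA sample, and in A20 siRNA replicate 2 it was the lowest of all samples, so the knocked-down transcript goes against an exchange of these samples.

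CXCL8, TRAF1 and BIRC3, NFkB target genes whose transcripts the paper's text does not report on, were higher after A20 siRNA. S2 Fig was not used here. Their log2 fold changes were 1.41, 0.72 and 0.30 (adjusted p = 0.0106, 0.0276 and 0.0333 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each was higher in 4 of 4 same-numbered pairs. CXCL8 rests on 8 to 12 reads per control sample and 22 to 44 per A20 siRNA sample. The groups did not overlap, and with the replicate number as a block the adjusted p-value was 0.00269. Of the 8 fits that left out one sample, 7 kept an adjusted p-value under 0.05, and without control replicate 4 it was 0.0507. That fit called 16 genes in all, so the loss there does not tell chance at low counts from the smaller number of samples. With DESeq2, CXCL8 fell below the abundance that its independent filtering keeps and received no adjusted p-value. TRAF1 and BIRC3 also lost the threshold. With one sample left out, their adjusted p-values from edgeR reached 0.102 and 0.121, and TRAF1 received no adjusted p-value with DESeq2's normal prior, under which its log2 fold change was 0.14.

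Mitochondrially encoded genes had a median log2 fold change of 0.19 (12 of 13 higher). Glycolytic genes had a median of -0.11 (18 of 18 lower) and ribosomal protein genes of -0.12 (73 of 76 lower). An exact two-sided permutation test of each list's mean level per sample gave p = 0.0286 for all of them, the smallest that 4 samples against 4 allow. Mitochondrially encoded genes took 1.33% ± 0.105 of counts with control siRNA and 1.53% ± 0.0669 with A20 siRNA (SD, n = 4 each; exact two-sided permutation test, p = 0.0286, the smallest possible), and every A20 siRNA sample was above every control sample. Ribosomal protein genes took 5.80% ± 0.178 of counts with control siRNA and 5.44% ± 0.198 with A20 siRNA (SD, n = 4 each), and the groups overlapped (exact two-sided permutation test, p = 0.0571). That test does not use the replicate number. Within every same-numbered pair the ribosomal share was lower with A20 siRNA, by the least in replicate 1 (5.61% and 5.56%). Length or GC content bias was tested with the length and GC correction. The mitochondrial median became 0.2284 and did not fall. The glycolytic median became -0.0994 and the ribosomal median -0.1025, which moved towards 0 by a small part, so for these lists such bias cannot be ruled out as a contributor. A shift caused by mitochondrial counts filling the libraries was tested by leaving them out. The ribosomal median was then -0.12 and the glycolytic median -0.1095. The difference in mitochondrial share can shift other genes by at most 0.0030 on the log2 scale, so this test could not have moved these medians and does not bear on their cause. Library size was tested as well: the ratio of median total counts was 1.013 and the groups overlapped. Whether the altered balance of mitochondrial, glycolytic and ribosomal transcripts after A20 siRNA is biological was not settled. The length and GC correction took the correlation of log2 fold change with exonic length to a rho of -0.035. Most of the glycolytic and ribosomal medians remained, which argues against the length trend as their whole cause. The split of samples that follows this trend, described under the other observations, still called 199 genes with that correction. A difference between libraries therefore cannot be ruled out as a contributor, and RNA quality per sample was not used here.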

How the results depend on the processing

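Under the alternatives set before the data were examined, TNFAIP3 kept its direction and an adjusted p-value under 0.05, with log2 fold changes from -0.77 to -0.67 across the 8 fits that each left out one sample. With DESeq2's normal prior on all genes, and on genes with a count, both chosen after seeing the data, it was -0.24 and received no adjusted p-value, because its mean normalized count of 115.8 was under the independent filtering thresholds of 306 and 222.9.

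The number of called genes depended on the processing. Against 82 lower and 85 higher genes, there were 310 and 314 without a low-count filter, 212 and 262 with the replicate number as a block, and 232 and 213 with the block and the length and GC correction. DESeq2 with the normal prior called 136 lower genes on all genes and 127 on genes with a count, both chosen after seeing the data. With RLE normalization, the stricter filter, limma-voom, DESeq2 on the filtered genes and either correction without the block, both counts were within 1.5 times. Leaving out one sample gave from 6 to 430 lower and from 6 to 567 higher genes. The highest counts came without control replicate 1 and the lowest without A20 siRNA replicate 3. The cause was not tested by these fits. The wide range means that the list of called genes rests on single samples at this number of replicates. Control replicate 1 and A20 siRNA replicate 2 had length trends opposite in sign to the rest of their groups. Spearman's rho with exonic length was 0.079 and -0.082. The fit without the former called 997 genes and the fit without the latter 277, against 167 with all samples. Without A20 siRNA replicate 1, whose trend had its group's sign, 200 were called. A contribution of the length trend to these counts was not excluded.

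Of the genes labelled in Fig 2A, between 4 and 10 passed across the fits that left out one sample. For the network of Fig 2C, 1 gene passed, against 3 without a low-count filter, 0 with at least 10 counts in every sample, 0 with limma-voom, 0 with the length and GC correction, 2 with the replicate block, 2 with the block and correction, and 0 to 10 with one sample left out. The 10 passed without control replicate 1, whose length trend was opposite in sign to the rest of its group. At an unadjusted p-value under 0.05, 9 of the network genes passed in the main comparison. The cause was not tested.

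The NFkB target list (median log2 fold change 0.02, with a p-value of 0.00947 from limma's camera) had a median of 0.0165 and a camera p-value of 0.0722 with at least 10 counts in every sample, and medians from 0.0078 to 0.0574 with one sample left out. That filter leaves out CXCL8, the member with the largest change, which had 8 counts in control replicate 4, and whether this accounts for the loss was not tested. The list also lost the threshold without control replicate 1 (camera p-value 0.147) and without A20 siRNA replicate 3 (0.0594). The EGFR-MAPK output list (median -0.03, camera p-value 0.00572) had a median of -0.0264 and a camera p-value of 0.0609 with the replicate block and the length and GC correction. The camera p-value was 0.00916 with the block alone and 0.0495 with the correction alone, so most of the rise came with the correction. The wnt target list stayed on its side of the threshold in every alternative run, with medians from 0.0042 to 0.0391 when one sample was left out. The mitochondrially encoded, glycolytic and ribosomal protein lists kept their direction in every alternative run, and their camera p-values stayed under 0.05. The exact permutation test was not repeated under the alternatives.

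RIPK2, which was unchanged, had a log2 fold change of -0.0095, and it was 0.0063 with the length correction, 0.003 with the length and GC correction, and 0.004 with the block and correction. With one sample left out it ranged from -0.0333 to 0.0043, and RIPK1 from -0.0351 to 0.001. Across the 41 named genes besides TNFAIP3, RIPK1 and RIPK2 included, and 8 such fits, 277 of 328 values were the same, 39 became weaker, 9 stronger and 3 reversed, all of them of RIPK1 or RIPK2. Of the 19 that passed the threshold with all samples, 10 lost it in at least one such fit. Another count column was planned as an alternative and was not run, since each file holds a single column.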

Differences from the paper's values

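The paper's log2 fold changes in Fig 2A were read by eye. The paper names DESeq2 for differential expression, and its text does not say whether a prior was placed on fold changes. The standard error used below reflects spread between replicates. Both values come from the same samples, so it serves only as a yardstick. For 7 of the 10 labelled genes the edgeR value differed from the paper's by more than its standard error. It was 0.51 for STARD9 against the paper's about 0.22, 0.29 for NCOR1 against about 0.20, 0.26 for LAMA5 against about 0.18, 0.30 for ZNF138 against about 0.19, 0.22 for REV3L against about 0.19, -0.27 for SLIRP against about -0.20 and -0.27 for PFKFB4 against about -0.19, all read by eye from Fig 2A.

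Among the alternatives set before the data were examined, DESeq2 with the normal prior on fold changes brought STARD9 (0.23), NCOR1 (0.21), LAMA5 (0.19), ZNF138 (0.20), REV3L (0.19) and PFKFB4 (-0.19) within the error, but not SLIRP (-0.14). STARD9 and ZNF138 came within the error under no other of these alternatives. NCOR1 also did without control replicate 3 or 4, and PFKFB4 without control replicate 1 or A20 siRNA replicate 2 or 3. LAMA5 did with the length correction, the length and GC correction, and that correction with the replicate block, and without control replicate 2, 3 or 4 or A20 siRNA replicate 1. REV3L did with those corrections, with DESeq2 without a prior and without a low-count filter, and without control replicate 2 or 4 or A20 siRNA replicate 1 or 4. SLIRP did with the length correction and the length and GC correction, and without control replicate 1 or 2 or A20 siRNA replicate 3 or 4. With DESeq2 without a prior it moved further from the paper's value, to -0.28, and was within the error only because the standard error was wider, at 0.0919 against 0.0586. For REV3L with DESeq2 without a prior, too, the wider standard error, 0.0393 against 0.0318, brought it within the error. The other alternatives did not close the gap. Under some alternatives more of the 10 labelled genes differed from the paper's values. There were 9 with the replicate block and 9 without a low-count filter, MAP1LC3C and BHLHE40 among them in both. Without control replicate 1 or without A20 siRNA replicate 2 there were 8. With the block MAP1LC3C (-0.2359) and BHLHE40 (-0.2275) were no further from the paper's values than in the main comparison (-0.2367 and -0.228). They differed there because their standard errors were narrower, 0.0243 against 0.0314 and 0.0264 against 0.0323. Without the filter both moved slightly further (-0.241 and -0.2323), and their standard errors were narrower too. DESeq2 with the normal prior on all genes, and on genes with a count, both chosen after seeing the values, left no gene differing, with a largest gap of 0.005.

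Fig 2A labels its genes as the top changed ones. In the edgeR comparison other genes with an adjusted p-value under 0.05 had larger changes, among them CXCL8 (log2 fold change 1.41), TRAF1 (0.72) and TNFAIP3 (-0.71). With DESeq2's normal prior on all genes, chosen after seeing the values, the 5 labelled lower genes had the largest decreases among genes with an adjusted p-value under 0.05, and NCOR1, ZNF138, REV3L and LAMA5 were among the 5 largest increases. CXCL8 (0.10), TRAF1 (0.13), TNFAIP3 (-0.24) and STARD9 (0.22) received no adjusted p-value there. The genes of Fig 2C are drawn from differentially regulated transcripts, whereas 1 of the 20 had an adjusted p-value under 0.05 here.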

Other observations

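The tests of the length trend split, of exchanged samples and of RIPK4 were chosen only after the results were seen. Among the 35 ways to split the 8 samples into 4 and 4, the real split can be compared with the 8 that part all same-numbered pairs. Only the real split, 1 of the 8, gave as many genes with an adjusted p-value under 0.05 (167, and 474 with the replicate number as a block). The others gave at most 0 without the block and 1 with it. With 8 splits the share cannot be under 0.05. The remaining splits part 2 pairs or none. One of them gave more genes than the real split, so that 2 of all 35 gave at least 167. It sets control replicate 1 and A20 siRNA replicates 1, 3 and 4 against the other samples and called 490 genes.

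That split follows the sign of each sample's trend with exonic length. Whether the trend is technical or part of the response to A20 siRNA was not tested. In the samples on one side, relative expression rose with exonic length (Spearman's rho across genes 0.079, 0.069, 0.144 and 0.178), and in the samples on the other it fell (-0.164, -0.111 and -0.2 for control replicates 2 to 4, and -0.082 for A20 siRNA replicate 2). With the length and GC correction, this split called 199 genes, while the real split went from 167 to 214. A length-related difference between libraries may therefore account for a large part of the calls of that split. As the corrected split still called nearly as many genes as the real one, this difference and A20 siRNA cannot be fully told apart in these samples. An exchange of control replicate 1 with A20 siRNA replicate 2 goes against TNFAIP3, which in that control sample was 1.419 times the highest A20 siRNA sample.

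Genes higher after A20 siRNA were longer than genes lower after it, and log2 fold change rose with exonic length across genes (Spearman's rho 0.18). With the length correction 144 of the 167 genes were called again. The split above still called 229 genes with that correction, against 192 for the real split, so being called again does not exclude length bias. The trend did not separate the groups and cannot be told apart from bias between libraries. With GC content rho was -0.052, and 145 genes were called again with the length and GC correction, about as many as with the length correction alone. The ratio of median total counts, 1.013, with overlapping groups, goes against library size.

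The genes of Fig 2C were compared with 10000 random lists matched on expression and length. None reached the list's median of 0.09, which put it at percentile 100, and with the length correction the median was 0.0704. As the paper drew the list from changes in these same samples, the comparison cannot tell whether gene length contributes.

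3 hypotheses on gene lists were set before the data were examined, with limma's camera as their test. An exact two-sided permutation test of each list's mean level per sample was added after seeing the data. Wnt target genes would be higher after loss of A20, but camera gave a p-value of 0.3226 and the exact permutation test p = 0.429, with a median log2 fold change of 0.04 (9 of 12 genes higher). With 60.8% of the TNFAIP3 transcript left, the knockdown was partial. Without an unstimulated sample, whether the listed genes responded to wnt3a here was not tested. The paper's TCF4 reporter assays used A20 knockout cells and a shorter wnt3a stimulation, so this result does not bear directly on them. NFkB target genes would be higher, and camera gave a p-value of 0.009474 (0.0142 after Benjamini-Hochberg adjustment over the 3 lists) and the exact permutation test p = 0.0286, the smallest possible, with a median of 0.02 (10 of 15 genes higher). CXCL8, TRAF1 and BIRC3 were the members with an adjusted p-value under 0.05, and the list lost the threshold when control replicate 1 or A20 siRNA replicate 3 was left out. EGFR-MAPK output genes would change, and camera placed them lower with a p-value of 0.005724 (0.0142 after adjustment) and a median of -0.03 (14 of 17 genes lower), but the exact permutation test did not reach the threshold (p = 0.114). None of the EGFR-MAPK output genes passed an adjusted p-value under 0.05 alone. With the length and GC correction the medians were 0.0235 for the wnt list, 0.0262 for the NFkB list and -0.0275 for the EGFR-MAPK list, so the wnt median moved towards 0. The camera p-value of the EGFR-MAPK list rose to 0.0495 with that correction, and that of the NFkB list was 0.00711.

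The paper studies RIPK4 in other experiments. They include western blots of RIPK4 protein in RKO cells and its co-immunoprecipitation with endogenous A20 after wnt3a. In these RKO libraries RIPK4 had 3 reads in 1 A20 siRNA sample, 1 read in each of 2 control samples, and 0 in the others, and RIPK3 had 0 reads in all 8. RIPK1 and RIPK2 had 61.5 and 95.3 CPM with control siRNA and did not change (log2 fold changes -0.01 and -0.01, adjusted p = 0.863 and 0.912 from edgeR's quasi-likelihood test). Reads shared with near-identical copies could hide RIPK4 from unique counts, but 8% of its 75-base windows occur in transcripts of other genes. Exons of other genes overlap 11.5% of its exonic length. Neither is enough to hide most reads. Copies outside the transcripts of other genes were not looked for. Unless such copies took its reads, RIPK4 transcript was close to or below what the depth could show in RKO cells under these conditions. Transcript counts do not measure protein, and how they relate to the RIPK4 protein in the paper's blots was not tested.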
